# Metabolic Regulations by lncRNA, miRNA, and ceRNA Under Grass-Fed and Grain-Fed Regimens in Angus Beef Cattle

**DOI:** 10.3389/fgene.2021.579393

**Published:** 2021-03-04

**Authors:** Cunling Jia, Ying Bai, Jianan Liu, Wentao Cai, Lei Liu, Yanghua He, Jiuzhou Song

**Keywords:** lncRNAs, miRNAs, ceRNAs, beef cattle, feeding regimens, metabolic regulations

## Abstract

Beef cattle raised under grass-fed and grain-fed have many differences, including metabolic efficiency and meat quality. To investigate these two regimens' intrinsic influence on beef cattle, we used high-throughput sequencing and metabolomics analyses to explore differentially expressed genes (DEGs) and metabolimic networks in the liver. A total of 200 DEGs, 76 differentially expressed miRNAs (DEmiRNAs), and two differentially expressed lncRNAs (DElncRNAs) were detected between regimen groups. Metabolic processes and pathways enriched functional genes including target genes of miRNAs and lncRNAs. We found that many genes were involved in energy, retinol and cholesterol metabolism, and bile acid synthesis. Combined with metabolites such as low glucose concentration, high cholesterol concentration, and increased primary bile acid concentration, these genes were mainly responsible for lowering intramuscular fat, low cholesterol, and yellow meat in grass-fed cattle. Additionally, we identified two lncRNAs and eight DEGs as potential competing endogenous RNAs (ceRNAs) to bind miRNAs by the interaction network analysis. These results revealed that the effects of two feeding regimens on beef cattle were mainly induced by gene expression changes in metabolic pathways mediated via lncRNAs, miRNAs, and ceRNAs, and contents of metabolites in the liver. It may provide a clue on feeding regimens inducing the metabolic regulations.

## Introduction

Feeding regimens of beef cattle influence meat quality, growth rate, greenhouse emission, and animal welfare. Many studies reported the characteristic differences of beef cattle between grass-fed and grain-fed including the fat acid compositions, intramuscular fat and cholesterol contents, tenderness and flavor in the muscle (Sithyphone et al., 2011; Orime et al., 2012; Zhao et al., 2012; Li et al., 2015a,b; Carrillo et al., 2016; Berger et al., 2018; Mapato and Wanapat, 2018; Holman et al., 2019; Puzio et al., 2019). For grass-fed beef cattle, the growth rate reaching to market weight is slower than that of grain-fed (Cheung and McMahon, 2017), the intramuscular fat and cholesterol content are also low (Dunne et al., 2009) in beef, but omega-3: omega-6 fatty acids and CLA contents are high (Pavan and Duckett, 2013; Lobato et al., 2014). Meat intake from grass-fed cattle for an adult will significantly increase consumers' long-chain omega-3 PUFA content of plasma and platelet (McAfee et al., 2011), which will reduce the risk of coronary heart disease and resist thrombotic and inflammatory diseases (Mozaffarian et al., 2005). Besides, the grass-fed regimen can also improve animal welfare, eliminate risks of bovine spongiform encephalopathy (Lobato et al., 2014), and decrease carbon footprints (Lynch, 2019).

What is the molecular mechanism of inducing these differences between the two regimens? We had previously analyzed the possible mechanism based on transcriptome and metabolomics in the rumen (Li et al., 2015b), spleen (Li et al., 2015a), and muscle (Carrillo et al., 2016). Many identified differentially expressed genes (DEGs) were associated with a lower total fat and a higher omega-3/omega-6 ratio (Carrillo et al., 2016) in grass-fed cattle. Moreover, some other DEGs were associated with substance transport, organ and organism development in the rumen (Li et al., 2015b), with increasing immunity in the spleen (Li et al., 2015a), and with less stress for grass-fed cattle (Carrillo et al., 2016). Under two feeding regimens, the diet structure is different. A grass-fed diet has lower non-fibrous carbohydrates (NFC) and higher Neutral Detergent Fiber (NDF) than a grain-fed diet. Besides, the rearing environment and management patterns are also different. All these may induce metabolic differences in organisms and organs. As a result, there are many other characteristics for beef cattle under two regimens.

As an essential metabolic organ, the liver can detoxify various metabolites and produce biochemicals necessary for digestion. It also involves many functions such as bile production and excretion, cholesterol metabolism, hormones excretion, metabolism of fats, proteins, and carbohydrates (Mitra and Metcalf, 2009). At present, it is unclear how two feeding regimens affect the biological processes in the liver.

The changes in nutrition or/and environment can modify gene expression, involving epigenetic regulation. Although its precise role is difficult to be established because of multiple interactions between dietary components and other epigenetic regulators (Dauncey, 2012; Jiménez-Chillarón et al., 2012), it is worthy to mine the relationship between dietary regulating genes and epigenetic regulators.

So far, we have known different non-coding RNAs (ncRNAs) are involved in epigenetics processes. For example, long non-coding RNA (lncRNA) is an ncRNA class with more than 200 nucleotides in length. In mammalian genomes, plenty of lncRNAs are engaged in different biological processes through diverse mechanisms, including the function as scaffolds, decoys or signals, regulation of gene expression in *cis*, or *trans* antisense interference (Kung et al., 2013). MicroRNA (miRNA) is also a type of ncRNAs with 18–25 nucleotides in length. It binds to the complementary sequence mainly in the 3'UTR of target mRNA and thereby regulates gene expression (Bartel, 2004; Winter et al., 2009). Previous studies reported that the expression of miRNAs and lncRNAs correlated with diet and lifestyle (Palmer et al., 2014; Slattery et al., 2017; Silva and van Booven, 2018). LncRNAs can act as molecular sponges of miRNAs through microRNA response elements (MREs) and function as a competing endogenous RNA (ceRNA) to protect mRNA (Ebert et al., 2007; Tay et al., 2014). The coding and noncoding RNA can interact with each other through MREs and form large-scale regulatory networks across the transcriptome, which will make sense to uncover the mechanism of biology phenomenon (Salmena et al., 2011).

In this study, we hypothesize that different metabolisms exist in the liver associated with beef cattle's characteristic differences under two feeding regimens. To test it, we performed transcriptome analyses in the liver and metabolomics analyses in blood to identify functional genes, pathways, and metabolites and construct a regulatory network. We believe these results would provide a deep insight into the metabolic mechanisms and benefit the beef industry to produce healthier and higher quality beef.

## Materials and Methods

### Ethics Approval

All experiments were conducted using procedures approved by the Institute of Animal Care and Use Committee at the University of Maryland.

### Animals and Samples Collection

Liver samples of Wye Angus steer under grass-fed and grain-fed were collected when they reached market weight (the average final weights and ages were 459.6 ± 35.87 kg, 14 months old for the grain-fed steers and 471.1 ± 36.49 kg, 21 months old for grass-fed steers). Before slaughtering, 10 ml of whole blood from the jugular vein was collected in EDTA tubes and directly stored at −80°C for metabolite measurement. After killing, six individuals' liver samples located at lobus hepatis sinister from the grass-fed and grain-fed group (each group of three individuals) were collected, immediately frozen in dry ice, returned to the laboratory, and frozen at −80°C for farther analyses. Since this population has been closed for more than 70 years, all individuals have a similar genetic background. The diet composes of grass-fed (mainly including alfalfa, hay, or grass pasture) or grain-fed (mainly including corn silage, shelled corn, soybean, and minerals, etc.), and feeding regimens were the same as the description from Carrillo et al. (2016). The diet nutrition components of grass-fed and grain-fed cattle were different: soluble protein 28 and 47%, respectively, the ratio of non-fiber carbohydrates and neutral detergent fiber (NFC: NDF) 0.33 and 1.59, starch 0.2 and 35.6%, total digestible nutrients 60 and 73%, net energy (for milk, maintain, and gain) 1.42 and 2.07 Mcal/lb based on the dry mess (Carrillo et al., 2016).

### Library Preparation and High-Throughput Sequencing for mRNA and miRNA

According to the manual instruction, total RNA was extracted and purified from liver samples using the RNAeasy® Plus Mini Kit (Qiagen, Valencia, CA). The concentration of RNA was accessed by a Nanodrop ND-2000 spectrophotometer (Thermo Fisher Scientific, DE, USA). The RNA integrity (RIN) was checked by the Bioanalyzer 2100 system (Agilent Technologies, CA, USA), and RIN was more than 7.0. The cDNA libraries were built using the NEBNext® Ultra™ RNA Library Prep Kit for Illumina® (NEB, USA). The Agilent Bioanalyzer 2100 system was used to measure the libraries' quality for RNA-seq from each sample of grass-fed cattle and grain-fed cattle. Each library was sequenced in 50 bp reads length using the Illumina® HiSeq 2000 platform (Williams et al., 2014; Hrdlickova et al., 2017).

Small RNA with 18–30 nt was obtained from the total RNA, and adapter ligation and RT-PCR were carried out to construct small RNA libraries for six liver samples of grass-fed and grain-fed cattle using TruseqTM Small RNA sample prep kit according to the protocols (Lagos-Quintana et al., 2001). These libraries were sequenced with 50 bp single-end reads on an Illumina HiSeq 2000 platform.

### Reads Quality Control, Alignment, and Annotation

Raw reads were processed by removing adapters and low-quality reads using FastQC (Version 0.11.5) (Andrews and Fast, 2010) to perform quality control. For RNA-seq, reads after filtered and trimmed by Trimmomatic-0.36 (Bolger et al., 2014) were mapped to *Bos taurus* reference genome (ARS-UCD1.2) using Hisat2-2.1.0 (Kim et al., 2019). Small RNA reads with low quality and length <17 or >25 after deleting adapters were removed. Reads were mapped to *Bos taurus* reference genome (ARS-UCD1.2). The known miRNAs were identified based on the miRBase 22.0 (http://www.mirbase.org/) database using miRDeep2 software (Friedländer et al., 2012).

### Identification of DEGs and DEmiRNAs, and Prediction of DEmiRNAs Targets

DEGs were analyzed using cuffdiff (Trapnell et al., 2012), and DEmiRNAs were identified by the EdgeR package in R software (Robinson et al., 2010). Genes with a false discovery rate (FDR) <0.1 were identified as DEGs and DEmiRNAs. We used TargetScan version7.2 (Agarwal et al., 2015) and miRanda (v3.3a) (score cutoff ≥ 140, energy cutoff ≤ -15 kcal/mol, scaling: 4) (Enright et al., 2003) to predict conserved miRNA target sites on the mRNAs. For further analysis, we used common miRNA-targets from both software.

### Mining lncRNA From RNA-seq Data

Based on the Bos taurus reference genome (ARS-UCD1.2) annotated 9,626 lncRNAs (Refseq), we used cuffdiff to calculate fragments per kilobase of exon model per million mapped fragments values and identified possibly DElncRNAs in a grass-fed group vs. grain-fed group from RNA-seq data. To explore the function of lncRNAs, we predicted the target genes of lncRNAs in *cis*- and *trans*-regulation. The *cis*-regulation targets of lncRNAs were searched within 100 kb down-stream and up-stream of DElncRNAs. The potential targets of lncRNA in *trans*-regulation were predicted by calculating the correlation coefficients between lncRNAs and mRNAs. When Spearman correlation coefficients were more than 0.9, DElncRNA-mRNA pairs were regarded as candidate coexpression gene pairs.

### Bioinformatics Analysis of DEGs, Targets of DEmiRNAs and Coexpression Genes of DElncRNAs

We used the online STRING tools (http://string-db.org/) for the Gene Ontology enrichment and KEGG pathways analysis of DEGs, targets of DEmiRNAs, and coexpression genes of DElncRNAs. All enrichment results with FDR <0.05 were deemed to be significant.

### Construction Interaction Network of DElncRNAs, DEmiRNAs, and DEGs

The conserved MREs were predicted in DElncRNAs using miRanda (v3.3a) (Enright et al., 2003). Based on the obtained DEmiRNAs-DEGs, DElncRNAs-DEGs, and DElncRNAs-DEmiRNAs pairs, we constructed an interaction network. The regulatory network was visualized by using the Cytoscape 3.5.0 (http://www.cytoscape.org/).

### Validation of DEGs, DEmiRNAs, and DElncRNAs Expression by Real-Time PCR

We randomly selected six DEGs, six DEmiRNAs, and all DElncRNAs to validate transcriptome sequence reliability using reverse transcription real-time PCR (RT-qPCR). The RT-qPCR primers were designed using Primer Premier 5.0 (http://downloads.fyxm.net/Primer-Premier-101178.html) for DEGs and DElncRNAs. For DEmiRNAs, stem-loop primers were designed for RT-qPCR analysis. All primers were synthesized by Integrated DNA Technologies, Inc., USA. Total RNA of each sample was extracted using the RNAeasy® Plus Mini Kit (Qiagen, Valencia, CA), and 1 μg total RNA was reversely transcribed to cDNA using the QuantiTect® Reverse Transcription Kit (Qiagen, Valencia, CA) for DEGs and DElncRNAs, and using the Taqman MicroRNA Reverse Transcription kit and specific stem-loop RT primers for DEmiRNAs according to manufacturer's instructions. The RT-qPCR was performed using BIORAD iQ™ SYBR® Green Supermix (BIO-RAD, USA) on the BIORAD iQ5 Real-time PCR Detection System. The 10 μl PCR reaction volume included 100 ng RT product, 5 μl 2 × iQ™ SYBR Green supermix, 300 nM forward primers, and 300 nM reverse primer (for all miRNA, using universal reverse primer), and the rest was RNase-free water. We chose *GAPDH* for mRNA and lncRNA and U6 for miRNA as the endogenous control genes. We performed three technical replicates for each sample, and included negative controls without a template. Fold-changes of mRNA, miRNA, and lncRNA expression were calculated using the 2^−Δ*ΔCT*^ method (Livak and Schmittgen, 2001).

### Metabolomics Measure and Analysis

Whole blood samples from 16 individuals (8 samples for each group) were submitted to Metabolon Inc. (Durham, NC, USA) for metabolomic analysis. The extracted samples using Metabolon's standard solvent extraction method were split into equal parts for analysis on the GC/MS and UPLC/MS/MS platforms (Kennedy et al., 2013). Automated comparisons detected the samples' biochemical molecules to the Metabolon's reference library (326 compounds of known identity), and MS/MS patterns of thousands of commercially available purified standard biochemicals tested using the Metabolon's mass spectrometry platform. The combination of chromatographic properties and mass spectra indicated a match to a specific metabolite. The biochemical component's measured method in samples for GC/MS and UPLC/MS/MS was same as described before (Carrillo et al., 2016).

### Statistical Analysis

In metabolomics analysis, following median scaling, imputation of missing values (if any) with the minimum observed value for each compound, and log transformation median scaled data, Welch's two-sample *t*-test was used to identify biochemicals that differed significantly between experimental groups. A statistical significance criterion was set at *P* < 0.05. The *q*-value was estimated to take into account the multiple comparisons. Statistical analyses were performed with the R program (http://cran.r-project.org/).

## Results

### Expression Profile of mRNAs in the Liver From Grass-Fed and Grain-Fed Cattle

To characterize the differences of beef cattle under two regimens, the transcriptomes of the liver were analyzed. A total of 17,900,957 and 20,929,124 clean reads were left for grass-fed and grain-fed groups, respectively. An average of 90% clean reads was mapped to the *Bos taurus* reference genome (Supplementary Table 1). Based on *FDR*'s criterion below 0.1, a total of 200 DEGs were found. Among these, 100 genes were up-regulated and 100 genes were down-regulated in a grass-fed group compared with a grain-fed group (Supplementary Table 2).

### Functional Analysis of DEGs

In the liver, DEGs from grass-fed vs. grain-fed group were enriched to 150 biological processes (BPs), 24 cellular components (CCs), five molecular functions (MFs), 11 KEGG pathways (*FDR* < 0.05) (Supplementary Table 3). Significant GO terms and KEGG pathways were mainly involved in negative regulation of the metabolic process, regulation of catalytic activity, oxidation-reduction process, and metabolic pathway (Figure 1).

**Figure 1:**
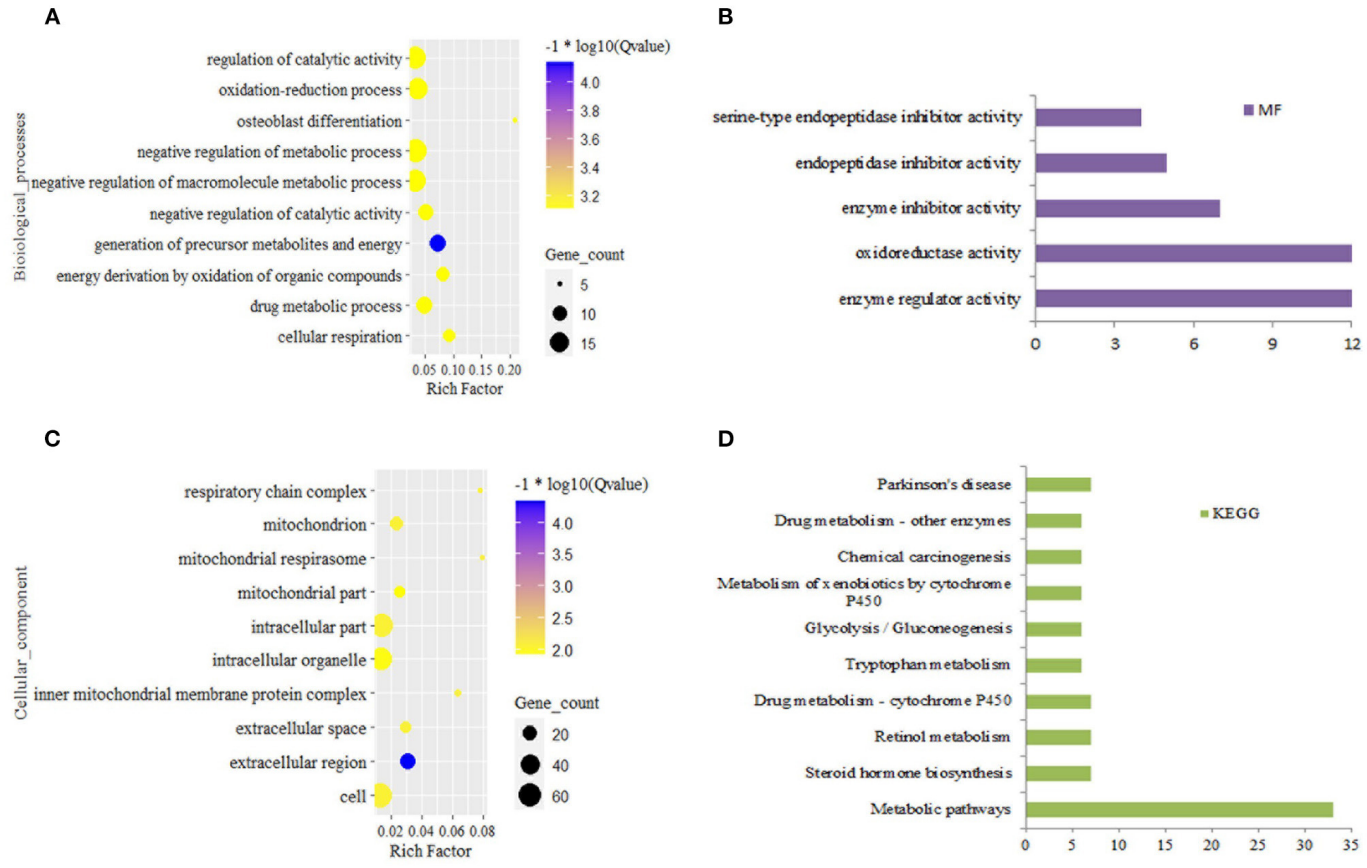
Top 10 significantly enriched function for differential expression gene in grass-fed vs. grain-fed. Biological process **(A)**, molecular function **(B)**, cellular component **(C)**, and KEGG pathways **(D)**.

### Global miRNA Expression Pattern in the Liver From Grass-Fed and Grain-Fed Cattle

The small RNA libraries were constructed from six individual liver samples collected from grass-fed and grain-fed cattle. 

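Liver small RNA from 3 grass-fed Angus cattle, 21 months old, and 3 grain-fed Angus cattle, 14 months old, was sequenced, 1 library per animal. The authors removed adapters and reads of low quality or outside the length range given in the methods, mapped the rest to the ARS-UCD1.2 assembly of the cattle genome and counted reads on the known miRNAs of miRBase with miRDeep2. The deposited values are whole-number counts without normalization, listed once for each pair of a mature miRNA and a precursor, with 1207 pairs and 1030 mature miRNAs per library. Of these mature miRNAs, 106 have more than 1 precursor, and reads that fit several precursors are listed under each. The largest count over the precursors was therefore taken for each mature miRNA in each library. Counted in this way, the grass-fed libraries held 5076925, 6133960 and 3824592 miRNA counts and the grain-fed libraries held 892929, 634950 and 464875, for replicates 1, 2 and 3 in each group. The median grass-fed total was 8.00 times the median grain-fed total, and no grain-fed library reached the smallest grass-fed total. The clean reads that the paper states for each group were closer together than this, and with those numbers the miRNA counts made up 33.9% of the clean reads of the grass-fed group and 5.33% of those of the grain-fed group. After TMM scaling a count of 0 allowed a level of up to 0.632, 0.707 and 0.787 CPM in grass-fed replicates 1, 2 and 3 and of up to 2.92, 4.25 and 5.32 CPM in grain-fed replicates 1, 2 and 3, taking 3 counts per library as the floor, which covers counting error only. bta-miR-122 took 29.2% ± 2.74 (SD, n = 3) of the grass-fed counts and 18.3% ± 3.37 (SD, n = 3) of the grain-fed counts. Libraries were scaled by the TMM method of edgeR, and the quasi-likelihood test of edgeR compared the diets. Diet, age and the number of miRNA counts separated the libraries in the same way, so the fit has no term for age or depth.

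**Figure D1:**
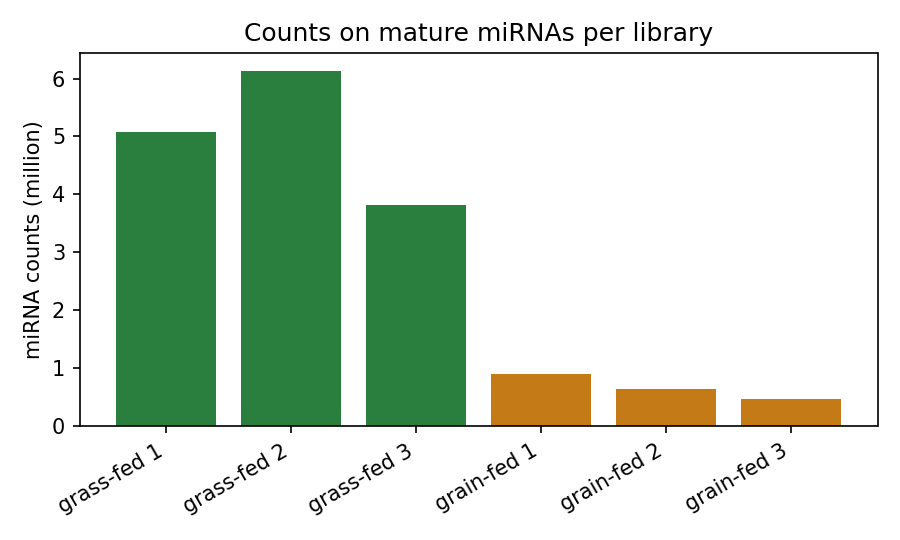
Bars give the miRNA counts of each library, on an axis that starts at 0, with grass-fed libraries in green and grain-fed libraries in orange. Each grass-fed library holds at least 3824592 counts and each grain-fed library at most 892929.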

In total, 54.94 and 54.55 million raw reads were obtained from grass-fed and grain-fed groups, respectively. After filtering the low-quality sequences, 44.38 and 37.42 million clean reads in grass-fed and grain-fed groups were used for further analysis. For grass-fed and grain-fed groups, 57.7 and 48.37% of the cleaned reads were successfully mapped. Known miRNAs were identified based on miRBase 22.0 (http://www.mirbase.org/) using the miRDeep2 software (Friedländer et al., 2012). 

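With a count above 2 in at least 2 of the 6 libraries, 456 of the 1030 listed mature miRNAs were detected. The number above 2 counts within a library was 456, 453 and 440 in grass-fed replicates 1, 2 and 3 and 346, 328 and 309 in grain-fed replicates 1, 2 and 3, so each grain-fed library, with fewer counts, had fewer than each grass-fed library. The number rose to 599 with at least 1 count in 2 libraries, fell to 352 with at least 10 counts in 2 libraries, and was 586 when each pair of miRNA and precursor was counted on its own. With each library left out in turn it lay between 433 and 456. The 3 miRNAs with the highest mean CPM over both groups were bta-miR-122, bta-miR-148a and bta-miR-143. bta-miR-122 had 345228 ± 97629 CPM (SD, n = 3) in grass-fed and 159287 ± 35804 CPM (SD, n = 3) in grain-fed liver after TMM scaling, a log2 fold change of 1.12 (standard error 0.22, FDR = 0.00417 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The other two did not pass FDR 0.1 in that test, with log2 fold changes of 0.46 for bta-miR-148a (FDR = 0.212) and 0.33 for bta-miR-143 (FDR = 0.271), and both turned to -0.01 and -0.10 when libraries were scaled by their total count alone.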

A total of 445 known mature miRNAs (with count >2 at least two individuals) were detected. After the difference of miRNA expression between grass-fed and grain-fed cattle were analyzed, a total of 76 known mature DEmiRNAs (*FDR* < 0.1) were found. Among these, 64 down-regulated miRNAs and 12 up-regulated miRNAs were detected in grass-fed vs. grain-fed group (Figure 2, Supplementary Table 4).

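In the 456 tested miRNAs, 87 passed FDR 0.1 in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, and 115 had an unadjusted p below 0.05. Of the 87, 81 had CPM ranges that did not overlap between the 3 grass-fed and the 3 grain-fed libraries. Among all tested miRNAs 32.9% did not overlap, where chance gives 10% for 3 libraries against 3 of like depth. The grain-fed libraries were shallower, which alone can separate ranges, so the 32.9% cannot be set against 10% alone. bta-miR-487a, for example, had separate ranges with 16 grass-fed and 0 grain-fed counts, where the bound on its fold change was 0.957. Of the 76 miRNAs in Supplementary Table 4, 75 were tested and all 75 had the same direction here, and 56 passed FDR 0.1. The remaining miRNA of that table, bta-miR-11988, did not have a count above 2 in at least 2 libraries. The table was drawn from these same libraries, so the overlap is not independent evidence. The 31 DEmiRNAs outside the table were all higher in grass-fed liver. The number of DEmiRNAs was moved most by leaving out grain-fed replicate 2, to 49, and lay between 65 and 86 with any other library left out. Standard errors here and at the other miRNAs are the log2 fold change divided by the square root of the F statistic. The 5 miRNAs with the smallest p in Supplementary Table 4 were all lower in grass-fed liver. bta-miR-2484 had 241 ± 28.8 CPM (SD, n = 3) in grass-fed and 4845 ± 111 CPM (SD, n = 3) in grain-fed liver, a log2 fold change of -4.33 (standard error 0.22, FDR = 6.74e-08, edgeR). The log2 fold change was -4.03 for bta-miR-1248, -4.61 for bta-miR-2411-3p and -5.24 for bta-miR-11972, and FDR in edgeR was 2.81e-06, 7.39e-06 and 1.13e-05 in the same order. bta-miR-10174-3p and bta-miR-23b-3p have identical counts in every library and share their reads, so their common log2 fold change of -0.39 (FDR = 0.226, edgeR) cannot be given to either. Among the 87 DEmiRNAs, bta-miR-11975 and bta-miR-11976 had counts within 1 of each other in every library, as had bta-miR-199a-3p and bta-miR-199c, which leaves 85 when each pair is counted once.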

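Relative to grain-fed liver, 44 DEmiRNAs were lower and 43 were higher in grass-fed liver, so that 50.6% were lower. This split depended on the scaling of the libraries. With the libraries scaled by total count alone, 65 of 74 DEmiRNAs were lower (87.8%), and with upper-quartile normalization 42 of 124 were lower (33.9%). The median log2 fold change of all tested miRNAs was 0.13 after TMM scaling, 0.31 after upper-quartile normalization and -0.29 with total counts alone. The number of higher DEmiRNAs also rested on single libraries, with 24 left without grain-fed replicate 1 and 13 without grain-fed replicate 2. Among the DEmiRNAs, the decreases were larger than the increases. Of the lower DEmiRNAs, 31 had a log2 fold change below -2, and the largest called increase was 2.35. The shallower grain-fed libraries limit this comparison, since a large increase from a low grain-fed level is hard to call. bta-miR-758, for example, had 24 grass-fed and 0 grain-fed counts, a bound of 1.44 on its fold change and no call (FDR = 0.141, edgeR). Among DEmiRNAs with separate CPM ranges, the largest increases were those of bta-miR-1260b, bta-miR-1306, bta-miR-296-3p, bta-miR-128 and bta-miR-370. bta-miR-1260b had 38.0 ± 4.35 CPM (SD, n = 3) in grass-fed and 7.86 ± 2.49 CPM (SD, n = 3) in grain-fed liver (standard error of the log2 fold change 0.38, FDR = 8.66e-04, edgeR quasi-likelihood test). bta-miR-128 rose from 116 ± 41.9 to 409 ± 153 CPM (SD, n = 3 each), a log2 fold change of 1.82 (FDR = 0.00290, edgeR). The log2 fold changes of bta-miR-1306, bta-miR-296-3p and bta-miR-370 were 2.27, 1.93 and 1.68. They lost the call without any one of the grain-fed libraries for bta-miR-1306, without any library but grass-fed replicate 3 for bta-miR-296-3p, and without grain-fed replicate 1 for bta-miR-370. Among the same DEmiRNAs, the largest fitted decreases were those of bta-miR-2885, bta-miR-1246, bta-miR-4449, bta-miR-12034 and bta-miR-2887. bta-miR-2885 had no count in the 3 grass-fed libraries and 20 counts over the 3 grain-fed libraries. With 3 counts over the grass-fed group as the floor, the pooled grain-fed level was 37.2 times that bound. Counting error in the 20 and the spread between grain-fed animals are left out of this value. The place of bta-miR-2885 among these 5 rests on the fitted value, which depends on the prior count. bta-miR-1246 had 64.8 ± 36.7 CPM (SD, n = 3) in grass-fed and 4297 ± 1399 CPM (SD, n = 3) in grain-fed liver, a log2 fold change of -6.05 (standard error 0.49, FDR = 4.30e-06, edgeR). The log2 fold changes of bta-miR-4449, bta-miR-12034 and bta-miR-2887 were -5.37, -5.33 and -5.32, each kept at FDR 0.1 without any one library. Fragments of other RNAs counted on these 5 entries could also give such decreases, and the counts cannot tell them apart from a change in the miRNA. From its own comparison the paper states that down-regulated miRNAs outnumbered up-regulated miRNAs in the grass-fed group.

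**Figure D2:**
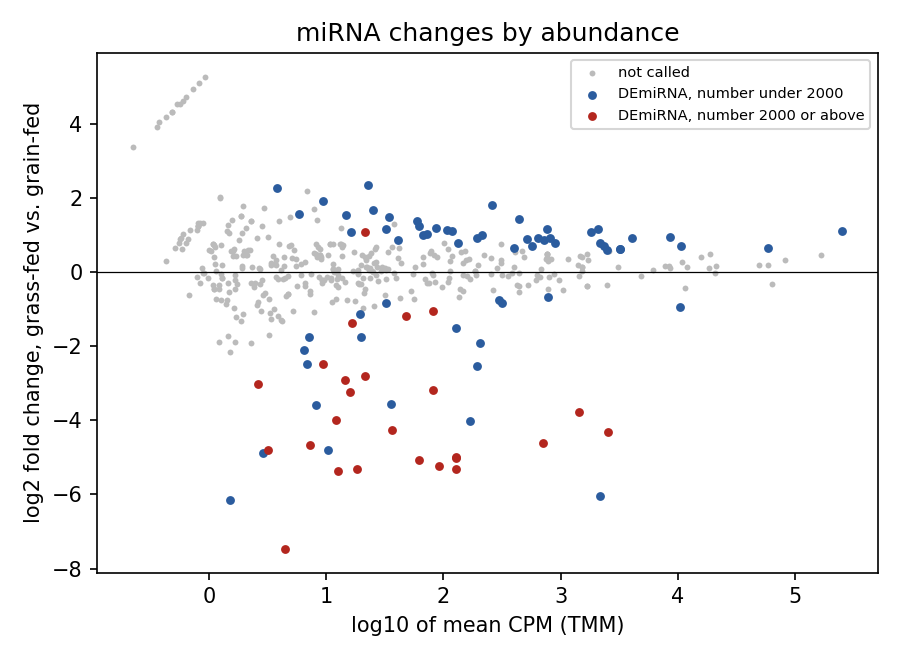
Each point is 1 of the 456 tested miRNAs, with the log10 of its mean CPM on the horizontal axis and its log2 fold change in grass-fed relative to grain-fed liver on the vertical axis. Colored points are the 87 DEmiRNAs, in red where the miRBase number is 2000 or above (24 lower and 1 higher) and in blue where it is under 2000 (20 lower and 42 higher).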

**Figure 2:**
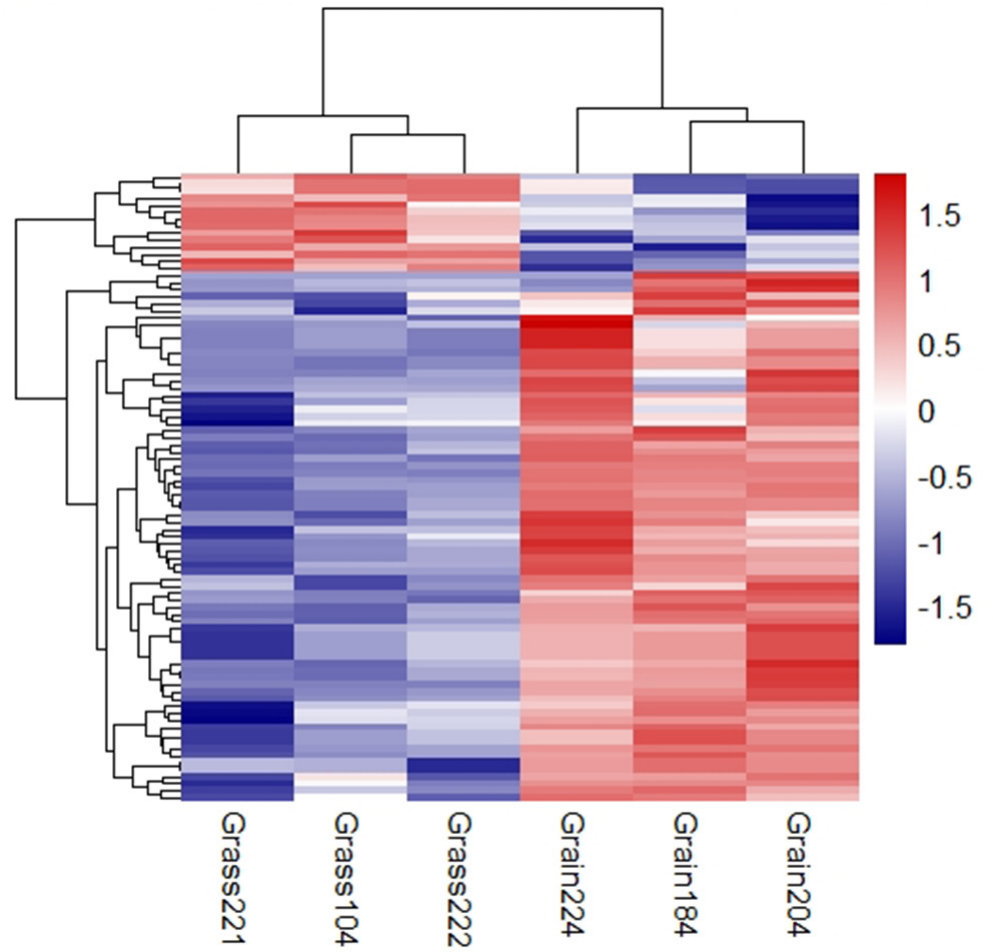
Cluster analysis of differential expression miRNAs in grass-fed vs. grain-fed. On the top-right of the figure, the color difference represents the relative abundance.

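Over all 456 tested miRNAs, complete-linkage clustering of scaled log2 CPM put 6 of 6 libraries with their own diet at the first split. Grass-fed replicates 1 and 3 joined before replicate 2, and grain-fed replicates 1 and 2 joined before replicate 3. The first principal component held 41.1% of the variance over all tested miRNAs and 83.0% over the 87 DEmiRNAs, which were chosen for the difference between the diets. Pearson correlations of log2 CPM across miRNAs, which are not independent replicates, were 0.960 to 0.989 for the 6 pairs of libraries within a diet and 0.915 to 0.958 for the 9 pairs between diets. The grouping at the first split held with average linkage, with a prior count of 0.5 and over miRNAs with a mean CPM of at least 100. It separates the ages and the depths of the libraries as it separates the diets.

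**Figure D3:**
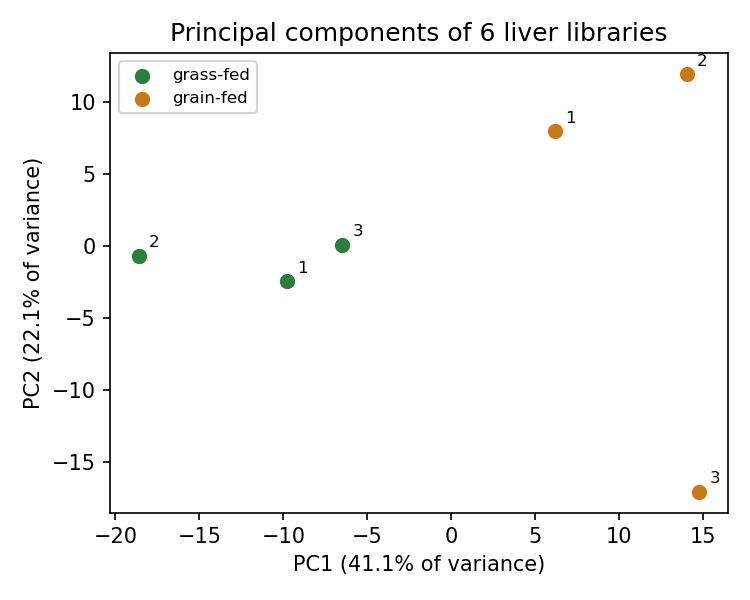
Points are the 6 liver libraries on the first (41.1% of variance) and second (22.1%) principal components of scaled log2 CPM over 456 miRNAs, labelled by replicate, with grass-fed in green and grain-fed in orange. The groups lie apart along the first component.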

### Functional Annotation of DEmiRNAs Targets

A total of 374 DEmiRNAs-DEGs pairs with the reverse relationship were obtained. Functional analysis showed target DEGs of down-regulated DEmiRNAs were enriched to 64 BPs, one MF, and five KEGG pathways. Still, target DEGs of up-regulated miRNAs were only enriched to one MF, two CCs, and no BP and KEGG pathway (*FDR* < 0.05) (Figure 3; Supplementary Table 5). We found that the target DEGs were mainly enriched to the regulation of macromolecule metabolic process,response to stimulus and metabolic pathways.

**Figure 3:**
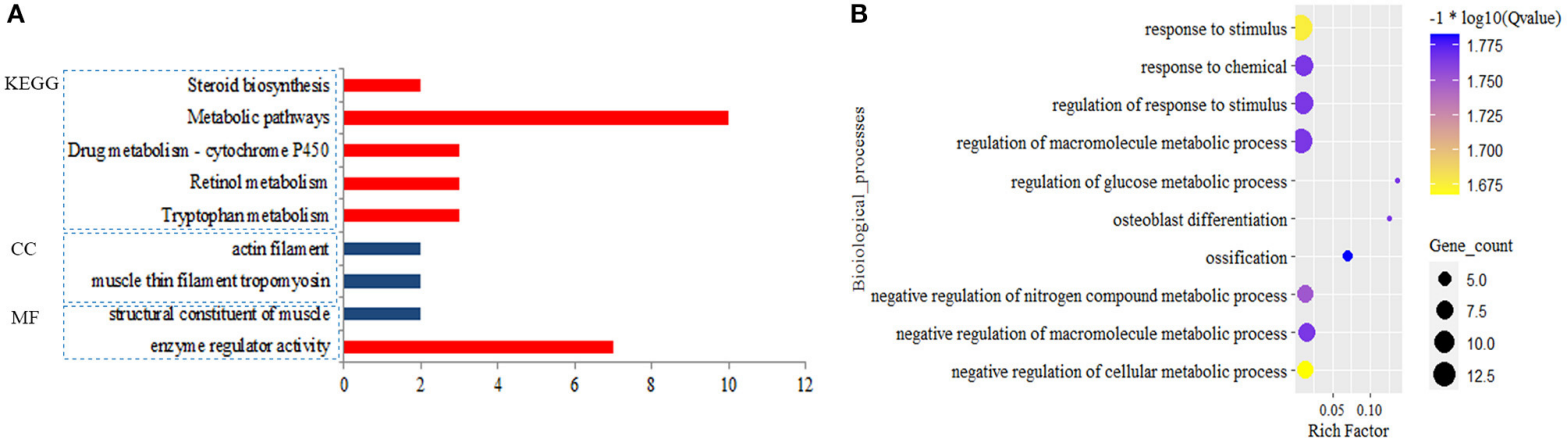
Significantly enriched function for the target genes of differential expression miRNAs (DEmiRNAs). Blue pillar represented the enrichment from down-regulated target genes and red pillar from up-regulated target genes by DEmiRNAs **(A)**; Biological process **(B)**.

### Identification and Functional Analysis of Differential Expressed lncRNAs

Based on annotated *Bos taurus* reference genome, we identified two differentially expressed lncRNAs (DElncRNAs) i.e., lnc_ENSBTAT00000076705 and lnc_ENSBTAT00000068696 in liver from RNA-seq data. They were up-regulated in the grass-fed group compared with the grain-fed group. The lnc_ENSBTAT00000076705 was co-located with eight genes (*PTGDR2, MS4A10, CCDC86, TMEM109, TMEM132A, SLC15A3, PRPF19, CD6*), and lnc_ENSBTAT00000068696 was co-located only with one gene (*AGPS*) within a 100 kb window up-stream or down-stream of DElncRNAs through *cis* analysis. Still, all these co-located genes were no significant difference between grass-fed group and grain-fed group. We also performed a coexpression analysis by calculating the expression correlation coefficients between lncRNAs and mRNAs. A total of 141 DElncRNA-mRNA pairs were detected (|r| > 0.9) (Supplementary Table 6). The potiential regulated DEGs enriched to 192 BPs, 9 MFs, 34 CCs, and 15 KEGG pathways (*FD*R < 0.05) (Supplementary Figure 1; Supplementary Table 7). These coexpression DEGs were also mainly enriched to metabolic processes and pathways.

### Construction of DElncRNAs, DEmiRNAs, and DEGs Interaction Networks in Metabolism

The relationship between DElncRNA and DEmiRNA was predicted by miRanda software. As a result, two lncRNAs were related to 11 miRNAs (Supplementary Table 8). 

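All 11 miRNAs of Supplementary Table 8 were lower in grass-fed than in grain-fed liver. Of these, 8 passed FDR 0.1 over all tested miRNAs in the edgeR quasi-likelihood test, and 11 did so when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. bta-miR-11987 had 3.03 ± 2.59 CPM (SD, n = 3) in grass-fed and 29.1 ± 6.73 CPM (SD, n = 3) in grain-fed liver, a log2 fold change of -3.23 (standard error 0.53, FDR = 9.95e-04, edgeR). bta-miR-141 fell from 30.4 ± 6.81 to 9.34 ± 2.09 CPM (SD, n = 3 each), with a log2 fold change of -1.75 (standard error 0.33, FDR = 0.00297, edgeR). bta-miR-374a and bta-miR-92b did not pass FDR 0.1 over all tested miRNAs, nor did bta-miR-150. The log2 fold change of bta-miR-374a was -0.68 (FDR = 0.104, edgeR) and that of bta-miR-92b -0.91 (FDR = 0.148, edgeR). When libraries were scaled by total count alone, both were called in edgeR, with FDR = 0.0467 for bta-miR-374a and 0.0320 for bta-miR-92b.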

Based on the above results of function enrichments, the metabolic processes and pathways were the focus. In order to clarify the metabolic regulating relationship, we constructed an interaction network from DEGs, DElncRNAs, and DEmiRNAs with 114 nodes and 193 edges using Cytoscape (http://www.cytoscape.org/) (Figure 4). We found two lncRNAs, eight DEGs including 24-dehydrocholesterol reductase (*DHCR24*), sterol-C5-desaturase (*SC5D*), glycine amidinotransferase (*GATM)*, sulfotransferase family 1B member 1 (*SULT1B1*), C-C motif chemokine ligand 3 (*CCL3*), recombination signal binding protein for Iimmunoglobulin kappa J region (*RBPJ*), *IGFBP3*, mitochondrial transcription elongation factor (*TEFM*), and seven DEmiRNAs (bta-miR-1248, bta-miR-1434-3p, bta-miR-708, bta-miR-677, bta-miR-150,bta-miR-2484, and bta-miR-2332) formed ceRNA regulatory networks of lncRNAs-miRNAs-mRNAs (nodes with red edge in Figure 4).

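Each of the 7 miRNAs of the network was lower in grass-fed liver. In the edgeR quasi-likelihood test 6 passed FDR 0.1 over all tested miRNAs and 7 did so when adjusted over the list alone, a list that the study drew from these libraries. bta-miR-1248 had 19.6 ± 7.08 CPM (SD, n = 3) in grass-fed and 320 ± 42.8 CPM (SD, n = 3) in grain-fed liver, and its log2 fold change lay between -4.42 and -3.83 with each library left out in turn. bta-miR-677 had 57.0 ± 8.42 and 332 ± 169 CPM (SD, n = 3 each), a log2 fold change of -2.52 (standard error 0.33, FDR = 2.09e-04, edgeR). bta-miR-2332 had 195 ± 96.6 and 2683 ± 1482 CPM (SD, n = 3 each), a log2 fold change of -3.78 (standard error 0.47, FDR = 1.19e-04, edgeR). bta-miR-1434-3p was low in both groups, with 2.43 ± 1.22 and 10.6 ± 2.08 CPM (SD, n = 3 each), a log2 fold change of -2.10 (FDR = 0.0129, edgeR) and no call without grain-fed replicate 1. bta-miR-708 varied between grass-fed animals by as much as its mean, with 86.5 ± 86.8 CPM against 325 ± 89.4 CPM in grain-fed liver (SD, n = 3 each). Its log2 fold change of -1.90 (FDR = 0.0324, edgeR) lost the call without grass-fed replicate 2, grass-fed replicate 3 or grain-fed replicate 2 and lay between -3.24 and -1.57 with each library left out. bta-miR-150 had 121 ± 7.74 and 173 ± 25.1 CPM (SD, n = 3 each), and its log2 fold change of -0.51 (standard error 0.22) gave FDR = 0.177 in edgeR, or 0.0433 when libraries were scaled by total count alone. bta-miR-2484 had the smallest FDR of the 7. In RefSeq's annotation of the ARS-UCD2.0 assembly, which is later than the assembly used by the authors, the precursor of bta-miR-2332 overlaps UTP6, that of bta-miR-1434-3p EEF2, that of bta-miR-677 ATP5F1B and the lncRNA LOC112446708, that of bta-miR-708 TENM4 and that of bta-miR-2484 LOC112445178, while the 2 precursors of bta-miR-1248 overlap EIF4A2 and MYO5A and that of bta-miR-150 overlaps no protein-coding or lncRNA gene. By name, 1032 of 1064 precursors of the files matched that annotation. From the group totals that the paper states, other mapped reads per miRNA count were 0.703 in grass-fed and 8.08 in grain-fed libraries. Fragments of other RNAs counted on these entries could also make them lower in grass-fed liver, which was not tested for the 7.

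**Figure D4:**
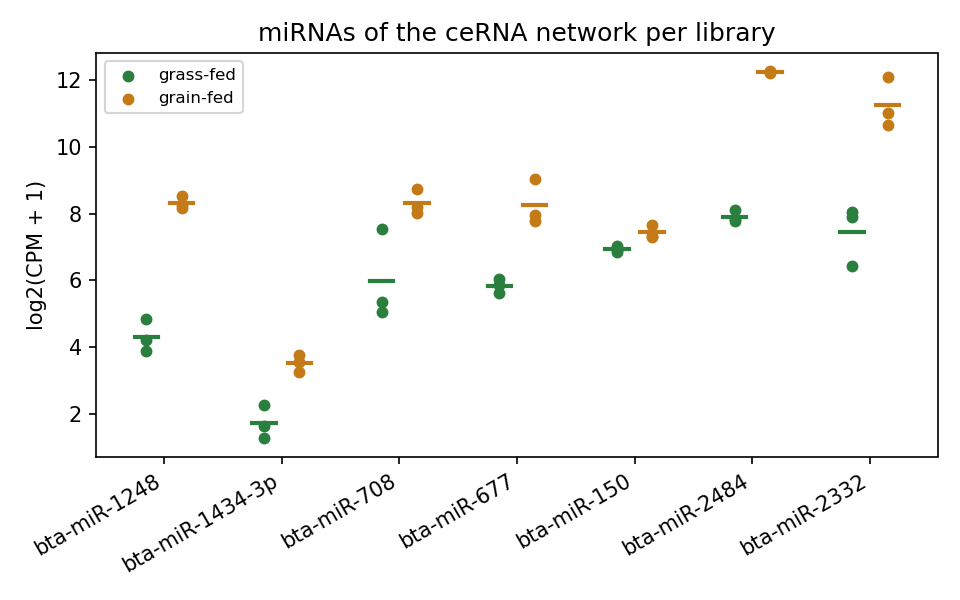
Points give log2(CPM + 1) of the 7 miRNAs in the 3 grass-fed (green) and 3 grain-fed (orange) libraries, and horizontal lines give the group means. The points of bta-miR-708 in grass-fed liver are spread widely, and those of bta-miR-2484 lie close together within each diet.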

**Figure 4:**
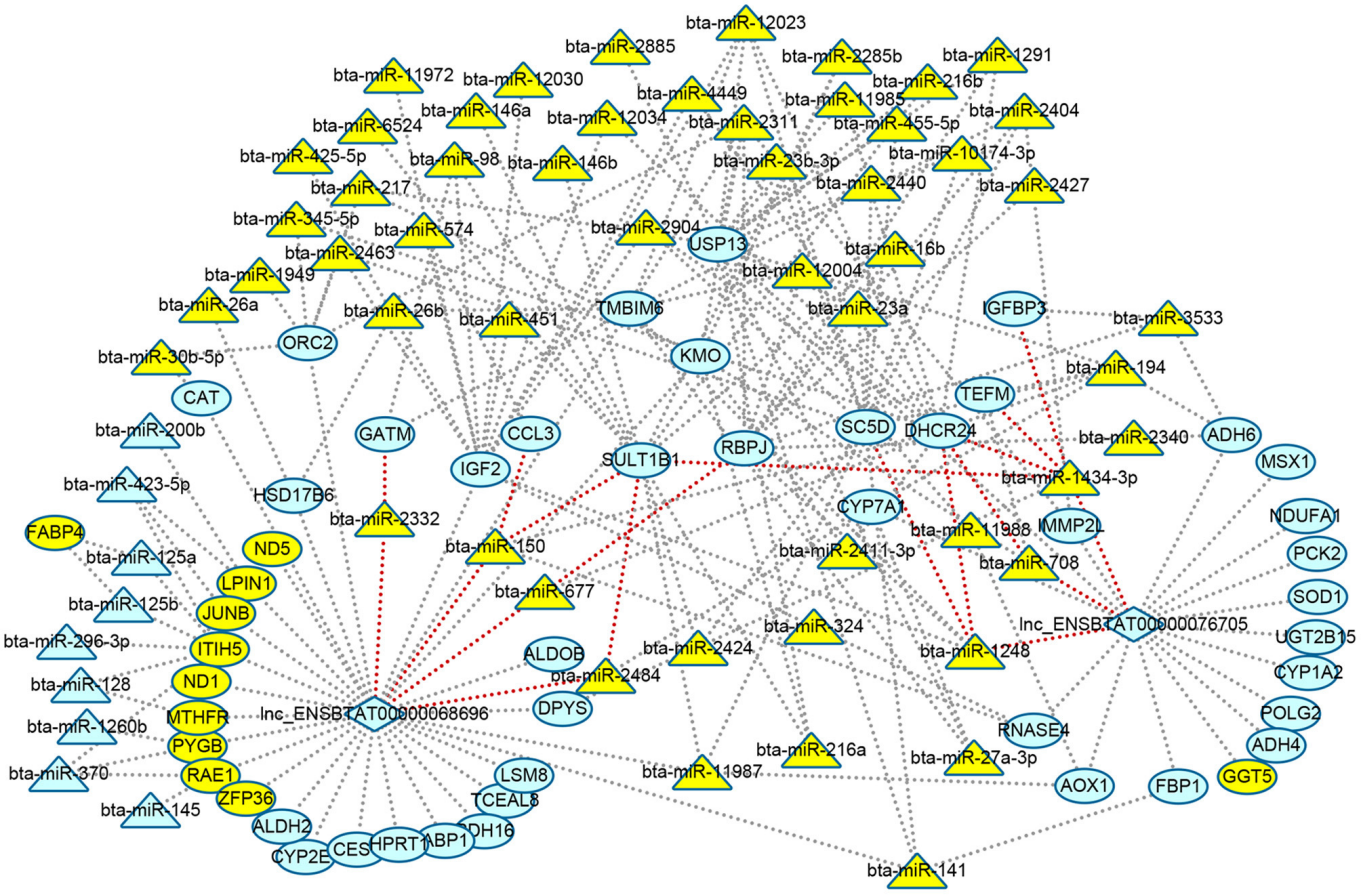
Visualizing regulatory networks of metabolic processes and pathways in liver for grass-fed vs. grain-fed group. Blue represented RNAs up-regulated; green represented RNAs down-regulated; triangle represented miRNAs; circle represented differential expression genes; diamond represented lncRNAs; and red lines represented the edge of lncRNA-miRNA-mRNA network.

### Validation of DEGs, DEmiRNAs, and DElncRNAs by RT-qPCR

In the present study, RT-qPCR analysis was performed in six DEGs, six DEmiRNA with random selection, and two DElncRNAs. Primers were designed for RT-qPCR analysis (Supplementary Table 9). 

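The miRNAs of Fig. 5B and of the primers in Supplementary Table 9 are bta-miR-708, bta-miR-677, bta-miR-374a, bta-miR-150, bta-miR-146b, bta-miR-146a and bta-miR-2484. Fig. 5B shows all but bta-miR-2484, and Supplementary Table 9 lists primers for bta-miR-2484 in place of bta-miR-374a. In the sequencing libraries all 7 were lower in grass-fed liver, 5 passed FDR 0.1 over all tested miRNAs in the edgeR quasi-likelihood test, and 7 did so when adjusted over the list alone, a list taken from the DEmiRNAs of these libraries. bta-miR-146b had 220 ± 37.1 CPM (SD, n = 3) in grass-fed and 374 ± 26.2 CPM (SD, n = 3) in grain-fed liver, a log2 fold change of -0.76 (standard error 0.22, FDR = 0.0332, edgeR). bta-miR-146a had 600 ± 177 and 957 ± 98.8 CPM (SD, n = 3 each), a log2 fold change of -0.67 (standard error 0.24, FDR = 0.0920, edgeR). The call of bta-miR-146a was lost when any library but grass-fed replicate 1 was left out, with log2 fold changes between -0.997 and -0.559. RT-qPCR values were not analysed here.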

We confirmed the expression consistency between the RT-qPCR results and RNA-seq data from the grass-fed and grain-fed group (Figure 5).

**Figure 5:**
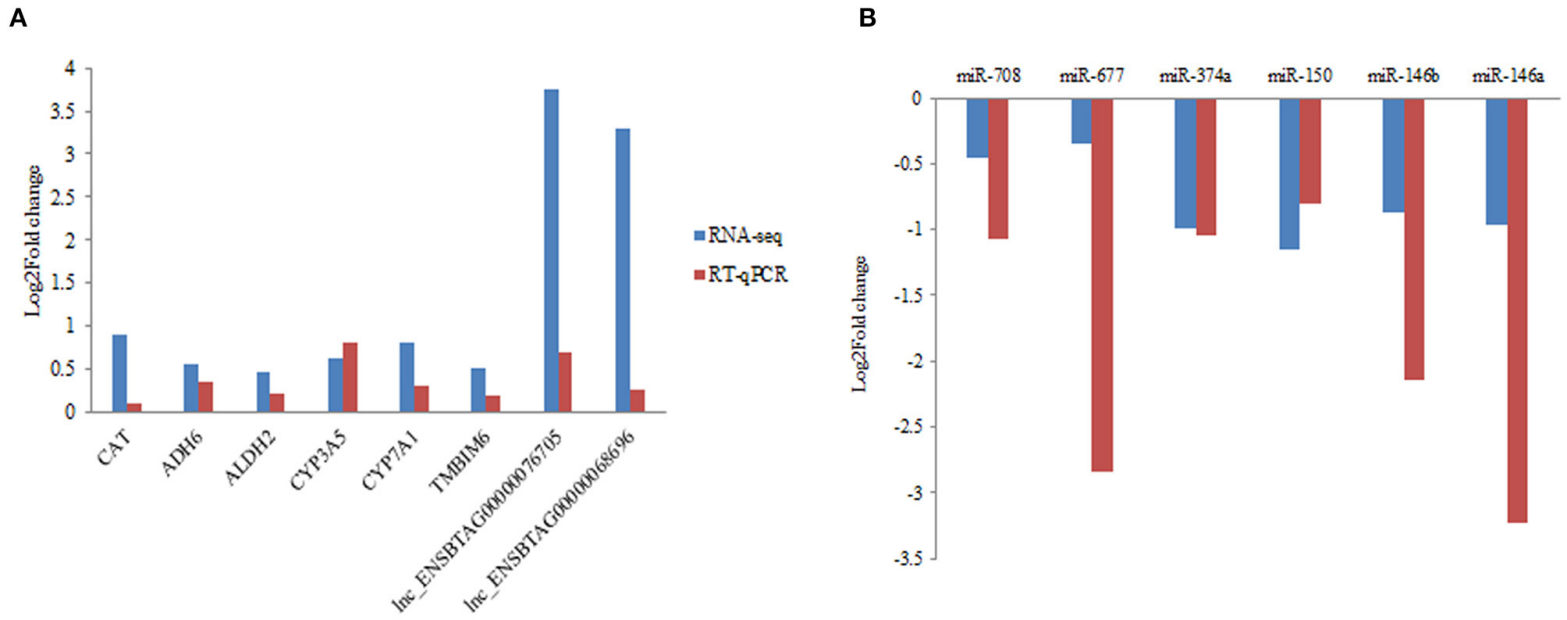
Validation of differentially expressed mRNA, miRNA, and lncRNA by RT-qPCR in liver samples. **(A)** The quantification of mRNA and lncRNA in liver from grass-fed vs. grain-fed groups. **(B)** The quantification of miRNA in liver from grass-fed vs. grain-fed group.

### Carbohydrate, Cholesterol, Bile Acid, and Other Metabolites Changes Related to Energy Metabolism in Blood From Metabolomics Analysis

Metabolomics analysis was performed by GC/MS and UPLC/MS/MS. We found the glucose, pyruvate, and lactate concentrations in the carbohydrate metabolism pathway were significantly lower in the grass-fed group than that of the grain-fed group (*P* < 0.05) (Table 1). The related metabolites to tricarboxylic acid cycle (TCA) like alpha-ketoglutarate, succinylcarnitine and succinate, and oxidative phosphorylation like pyrophosphate were also significantly lower in the grass-fed group than that of the grain-fed group (*P* < 0.05) (Table 1). However, fructose and the mixed isobar were significantly higher in the grass-fed group than that of the grain-fed group (*P* < 0.05) (Table 1).

**Table 1:** Differences between carbohydrate and other energy metabolites in blood between grass-fed and grain-fed beef cattle.

**Biochemical name**	**Mean grass**	**Mean grain**	Fold change^*^	***p*-value**	***q*-value**
1,5-anhydroglucitol (1,5-AG)	0.7129	1.3391	0.53	0.0011	0.0012
glucose	0.7449	1.2976	0.57	<0.0001	0.0001
glucose-6-phosphate (G6P)	1.9050	0.7356	2.59	0.4665	0.1536
Isobar: fructose 1,6-diphosphate, glucose 1,6-diphosphate, myo-inositol 1,4 or 1,3-diphosphate	1.7824	0.6545	2.72	<0.0001	<0.0001
dihydroxyacetone phosphate (DHAP)	1.2024	1.0187	1.18	0.5649	0.1761
3-phosphoglycerate	0.8394	1.0488	0.80	0.1736	0.0673
Pyruvate	0.8469	1.9353	0.44	0.0298	0.0154
lactate	0.7172	1.0929	0.66	0.0033	0.0029
glycerate	0.9850	1.0354	0.95	0.4982	0.1610
Isobar: pentulose 5-phosphates	1.4289	1.0344	1.38	0.6027	0.1852
Ribulose	0.7385	0.8698	0.85	0.4468	0.1494
ribose	0.6935	1.4983	0.46	0.0037	0.0031
xylonate	1.2002	0.8599	1.40	0.1088	0.0458
xylose	0.9143	1.0736	0.85	0.1027	0.0437
xylitol	0.9268	1.1301	0.82	0.0291	0.0152
threitol	0.9706	1.0778	0.90	0.3613	0.1271
arabitol	0.7460	1.1139	0.67	0.0760	0.0341
fructose	1.0524	0.8536	1.23	0.0937	0.0408
sorbitol	0.8577	1.2186	0.70	0.0226	0.0124
mannose	0.8744	1.1021	0.79	0.0100	0.0067
erythronate	0.9914	0.9654	1.03	0.6685	0.2005
citrate	1.1010	0.9630	1.14	0.3635	0.1273
alpha-ketoglutarate	0.5824	1.4399	0.40	0.0001	0.0001
succinylcarnitine	0.8813	1.1859	0.74	0.0101	0.0067
succinate	0.7529	1.1785	0.64	0.0021	0.0020
fumarate	1.1280	0.8967	1.26	0.0538	0.0256
malate	0.9892	0.9472	1.04	0.4962	0.1610
acetylphosphate	0.9930	1.0004	0.99	0.8639	0.2402
pyrophosphate (PPi)	0.8382	1.3170	0.64	0.0218	0.0121
phosphate	0.9376	1.0350	0.91	0.0652	0.0304

* *The relative change of grass-fed to the grain-fed group from the mass spectrometry intensities measured in equivalent volume blood*.

The concentrations of sterol, primary and second bile acid metabolites in blood from grass-fed and grain-fed groups were shown in Table 2. The concentrations of cholesterol, beta-sitosterol, glycocholate and glycochenodeoxycholate (primary bile acid), and 7-ketodeoxycholate (second bile acid) in blood from the grass-fed group were significantly higher than that of the grain-fed group (*P* < 0.05).

**Table 2:** Changes of cholesterol and bile acid concentrations in blood from grass-fed and grain-fed beef cattle.

**Pathway**	**Biochemical Name**	**Mean Grass**	**Mean Grain**	**Fold Change**	***p*-value**	***q*-value**
Sterol	Cholesterol	1.0842	0.9563	1.13	0.0397	0.0198
	7-beta-hydroxycholesterol	1.0863	1.0956	0.99	0.8555	0.2398
	7-alpha-hydroxy-3-oxo-4-cholestenoate (7-Hoca)	0.9053	1.1463	0.79	0.0149	0.0091
	Cholestanol	0.9675	1.0234	0.95	0.6252	0.1901
	Beta-sitosterol	1.2467	0.6750	1.85	0.0010	0.0011
	Campesterol	1.1258	0.9700	1.16	0.1278	0.0528
Primary bile acid metabolism	Cholate	1.8244	0.8086	2.26	0.1001	0.0428
	Glycocholate	2.5883	0.8102	3.19	0.0053	0.0041
	Chenodeoxycholate	1.0063	0.9948	1.01	0.6748	0.2010
	Glycochenodeoxycholate	2.1267	0.7008	3.03	0.0087	0.0061
Secondary bile acid metabolism	Deoxycholate	0.9724	1.2939	0.75	0.6229	0.1901
	Glycodeoxycholate	1.2744	1.2473	1.02	0.8550	0.2398
	Taurolithocholate	1.0668	1.4461	0.74	0.2501	0.0924
	7-ketodeoxycholate	1.5185	0.4695	3.23	0.0204	0.0117

## Discussion

The liver, as a vital organ, involved in a series of metabolic and homeostatic functions (Berg et al., 2002), removal of waste products and detoxification (Moubarak and Rosenkrans, 2000), bile acid synthesis (Vessey et al., 1977), and hormone secretion (Rao et al., 1979). Our studies indicated that many mRNAs and ncRNAs expression in liver and metabolite levels in the blood of beef cattle are different under two feeding regimens, which suggested the complexity of metabolic regulation.

For pastures, the most limiting nutrient factor is energy sources. In our study, the diet in the grass-fed group had more structural carbohydrates, and the ratio of NFC and NDF was lower than that of the grain-fed group. Glucose is an energy carrier rarely absorbed from the small intestine, especially for ruminants feeding high roughage (like grass-fed) compared with that of feeding high grain diet (like grain-fed) (McAllan and Smith, 1974). According to the metabolomics analysis results, blood glucose, pyruvate, and lactate in the grass-fed group were lower than that of the grain-fed group (Table 1). Moreover, the concentrates of metabolites from TCA and pentose pathways were also low in the grass-fed group. All these indicated that there was a demand trend of glucose for homeostasis in the grass-fed group. Our data supported the previous study that the highly expressed proteins in the low feed efficiency group were enriched glycolysis/gluconeogenesis and fatty acids degradation pathway (Fonseca et al., 2019). In our study, glycolysis, gluconeogenesis, and fatty acids degradation genes included aldolase, fructose-bisphosphate B (*ALDOB*), phosphoenolpyruvate carboxykinase 2 (*PCK2*), fructose-1,6-bisphosphatase 1 (*FBP1*), alcohol dehydrogenase 4 (*ADH4*), *ADH6*, and acetaldehyde dehydrogenase 2 *(ALDH2)*, which were up-regulated in the grass-fed group (Figure 1 and Supplementary Tables 3, 4). Aldolase B is encoded by the *ALDOB* gene, a key enzyme for fructose metabolism, and preferentially expressed in the liver. It catalyzes the specific and reversible cleavage of fructose-1,6-bisphosphate and fructose-1-phosphate into dihydroxyacetone phosphate and d-glyceraldehyde-3-phosphate, or d-glyceraldehyde for gluconeogenesis and glycolysis (Devuyst and Igarashi, 2018). Fructose-1,6-bisphosphatase 1 encoded by the *FBP1* gene catalyzes the hydrolysis of fructose 1,6-bisphosphate to fructose 6-phosphate, acting as a rate-limiting enzyme in gluconeogenesis (Granner and Pilkis, 1990). Isozymes M of phosphoenolpyruvate carboxykinase is encoded by the *PCK2* gene, which catalyzes oxaloacetate conversion to phosphoenolpyruvate, the rate-limiting step in the metabolic pathway that produces glucose from lactate and other precursors derived from the citric acid cycle (Beale et al., 2007). It indicated that grass-fed cattle needed to mobilize the genes in the liver related to glycolysis/gluconeogenesis, fatty acids degradation, and amino acid metabolism pathways to meet the energy demand. In the KEGG pathways, seven genes were enriched to retinol metabolism, including *ADH4, ADH6*, aldehyde oxidase 1 (*AOX1*), cytochrome P450 family one subfamily A member 2 (*CYP1A2*), hydroxysteroid (17-beta) dehydrogenase 6 (*HSD17B6*), retinol dehydrogenase 16 (*RDH16*), UDP glucuronosyltransferase family two-member B15 (*UGT2B15*) (Figure 6 and Supplementary Table 4). Beef cattle fed high forage rations have more yellow carcass fat than that of concentrate-fed counterparts (Daley et al., 2010), caused by carotenoids from forages. Carotenes (mainly β-carotene) are precursors of retinol (Vitamin A), which is essential for healthy vision, bone growth, reproduction, cell division, and cell differentiation (Scott et al., 1994). Diets based on grass can elevate precursors for Vitamin A, so beef from grass-fed steers is rich in vitamin A (Descalzo et al., 2005), which are healthy for people.

**Figure 6:**
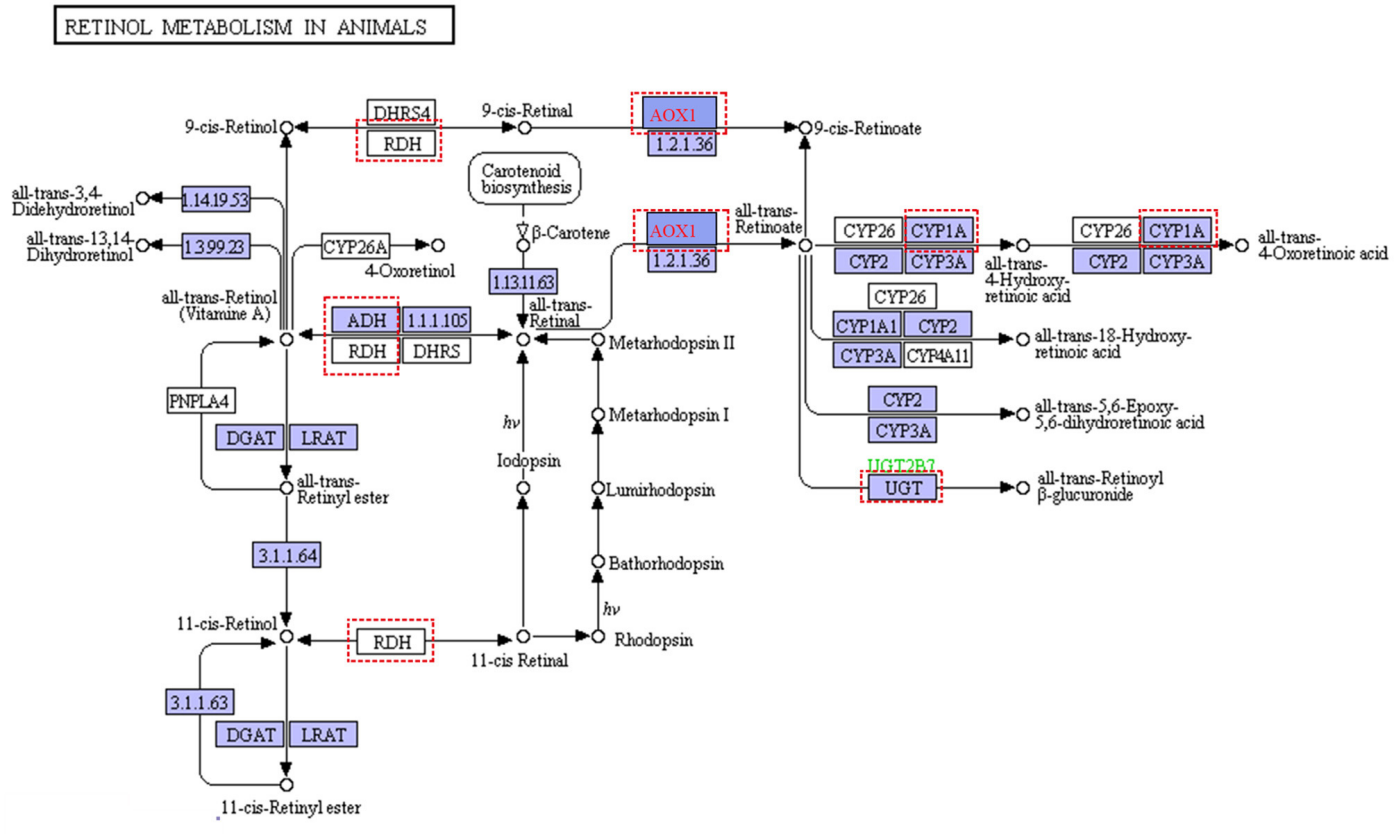
Retinol metabolism in animal (https://www.genome.jp/kegg-bin/show_pathway?ec00830+1.2.3.1). Red dashed represented differential expression genes in liver from grass-fed cattle.

Besides, we found cytochrome P450 family 7 subfamily A member 1 (*CYP7A1*), *DHCR24*, and *SC5D* related to steroid biosynthesis (Supplementary Tables 3, 4) in the liver from the grass-fed group attended in cholesterol and bile acid synthesis. No matter the Bloch pathway or Kandutsch-Russell pathway, both DHCR24 and SC5D are involved (Bae and Paik, 1997). SC5D, encoded by the *SC5D* gene, catalyzes the conversion of lathosterol (Kandutsch-Russell pathway) or 24-dehydrolathosterol (Bloch pathway) into 7-dehydrocholesterol or 7-dehydrodesmosterol, which is the precursor for the synthesis of cholesterol. DHCR24, encoded by the *DHCR24* gene, is the final enzyme of the cholesterol biosynthetic Bloch pathway, and in Kandutsch-Russell pathway catalyzes the conversion of lanosterol to 24,25 dihydro lanosterol (Bae and Paik, 1997). Since cholesterol synthesis is an energetically expensive process, cooperativity would ensure that critical genes must be strongly activated to commit to cholesterol synthesis (Zerenturk et al., 2012). Impaired *SC5D* or *DHCR24* activity leads to a deficiency of cholesterol (Jiang et al., 2010; Muse et al., 2018). In this study, according to the results from the metabolomic analysis, cholesterol concentration in blood was higher for the grass-fed group than that of the grain-fed group (Table 2). Previous studies reported that beef's cholesterol content from grass/forage-fed was lower than that of grain-finished cattle (Rule et al., 2002). Steers with low feed efficiency had increased bloodstream pools of cholesterol (Montanholi et al., 2017). The concentration of cholesterol is dynamic in the liver and blood. Besides, bile acid synthesis is also recognized as a primary output pathway of cholesterol from the body (Liepa et al., 1978). This study found that *CYP7A1* encoding cholesterol 7-hydroxylase was up-regulated in the liver from the grass-fed group (Supplementary Table 4). CYP7A1 is a rate-limiting enzyme of the classic pathway of bile acid synthesis (Chiang and Ferrell, 2018). It catalyzes cholesterol to form primary bile acid: cholic (CA) and chenodeoxycholic acid (CDCA), and their conjugates Tauro(glycol)cholic acid (T(G)CA) and Tauro(glycol) chenodeoxycholic acid (T(G)CDCA), which are actively transported into bile and become part of the circulating bile acid pool. In the small intestine, T(G)CA and T(G)CDCA are converted to secondary bile acids: deoxycholic acid (DCA) and Lithocholic acid (LCA), respectively (Chiang, 2013). The classic pathway of bile acid is predominant for ruminants (Sheriha et al., 1968). From our metabolomic results, the contents of GCA and GCDCA (belonged to primary bile acid) in blood from the grass-fed group were significantly higher than that of the grain-fed group (Table 2). Still, the concentration of secondary bile acids and conjugates (DCA and GDCA) showed no difference in blood between the two groups. Previous reports, both in ruminant and human studies, showed that diet composition could affect the bile acid types (Sheriha et al., 1968; Madden, 2003). When a high fiber diet is consumed, there is a greater excretion of bile acids in feces, thus less can reach the liver for re-secretion. Reversely, for a less-fiber diet, because of dehydroxylation transited to DCA slowly in the colon, the secondary bile acid is reabsorbed and inhibits the production of primary bile acid (Sheriha et al., 1968; Madden, 2003). Recently, bile acids have been discovered as regulatory molecules. Enterohepatic circulation of bile acids plays a central role in the regulation of bile acids synthesis, fatty acid, lipid, and lipoprotein synthesis, as well as glucose metabolism in the liver (Kullak-Ublick et al., 2004). Besides, vitamin A also affected bile acid synthesis by regulating *CYP7A1* expression (Schmidt et al., 2010). Meanwhile, bile acids can promote the intestinal absorption of lipid-soluble vitamins including vitamin A. Between vitamin A metabolism and bile acid synthesis, there is a negative feedback regulatory relationship.

Like diet, nutrients, environment, and management, many factors can alter gene expression by epigenetic modulations (Tarallo et al., 2014; Law and Holland, 2018). Though the number of samples was relatively small, our data provided initial analysis on epigenetic regulation mechanism. The results still showed some valuable information. Noncoding RNAs like miRNAs and lncRNAs were one of the modification components of gene expression regulation. In the present study, we identified 76 DEmiRNAs (Figure 2, Supplementary Table 6) and two DElncRNAs in the grass-fed vs. grain-fed group. In the metabolic processes and pathways networks, we found many genes were regulated by one or many miRNAs and lncRNAs (Figure 4). *CYP7A1* was regulated by three miRNAs (bta-miR-2484, bta-miR-27a-3p, and bta-miR-194) and one lncRNA in the grass-fed group. 

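bta-miR-27a-3p and bta-miR-194 were abundant, and neither passed FDR 0.1 after TMM scaling with the count filter of the paper. bta-miR-27a-3p had 2206 ± 368 CPM (SD, n = 3) in grass-fed and 2795 ± 143 CPM (SD, n = 3) in grain-fed liver, a log2 fold change of -0.34 (standard error 0.20, FDR = 0.300 from the edgeR quasi-likelihood test). bta-miR-194 had 9811 ± 2765 and 13211 ± 2980 CPM (SD, n = 3 each), a log2 fold change of -0.43 (standard error 0.25, FDR = 0.300, edgeR). With libraries scaled by total count alone the values were -0.75 for bta-miR-27a-3p (FDR = 0.0371, edgeR) and -0.79 for bta-miR-194 (FDR = 0.124, edgeR), so that only the first passed FDR 0.1. bta-miR-27a-3p was also called with at least 10 counts in 3 libraries and with the filterByExpr function of edgeR, both after TMM scaling, and its CPM ranges did not overlap between the diets. In 2 settings chosen after the values were seen, it was called with library sizes without bta-miR-122, and both miRNAs were called with total counts, separate precursor pairs and the exact test. Of the 3 miRNAs, bta-miR-2484 alone passed FDR 0.1 over all tested miRNAs and when adjusted over the list alone, and the study drew the list from these libraries. The miRNA libraries do not measure CYP7A1 or its lncRNA.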

RNAs also influence each other's levels by competing for a limited miRNA pool (Salmena et al., 2011). Based on the interaction network, we found two lncRNAs and eight genes might act as ceRNA to bind miRNA (Figure 4), which affected gene expression.

## Conclusions

Our results indicated grass-fed induced the gene expression in glycolysis/gluconeogenesis, fatty acids degradation, and amino acid metabolism pathway in the liver to meet energy demand and maintain glucose homeostatic, and consequently improve beef quality. These genes were related to epigenetic regulation, which may offer new perspectives on different feeding regimens inducing metabolic regulation.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found here: https://www.ncbi.nlm.nih.gov/, GSE145376; https://www.ncbi.nlm.nih.gov/, GSE145377.

## Ethics Statement

The animal study was reviewed and approved by the Institute of Animal Care and Use Committee at the University of Maryland. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author Contributions

JS designed the experiments. CJ and JS analyzed the data and wrote the manuscript. LL, WC, and YH gave some help when analyzing data. CJ, JL, and YB performed the main experimental results. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

DEGs: differentially expressed genes
DEmiRNA: differentially expressed miRNA
ncRNAs: noncoding RNAs
lncRNA: long noncoding RNA
DElncRNA: differentially expressed lncRNA
ceRNA: competing endogenous RNAs
NFC: non-fibrous carbohydrates
NDF: Neutral Detergent Fiber
MREs: microRNA response elements
GO: gene ontology
BP: biological processes
CC: cellular component
MF: molecular function
*ADH6*: alcohol dehydrogenase 6
*AOX1*: aldehyde oxidase 1
*CYP7A1*: cytochrome P450 family 7 subfamily A polypeptide 1
*DHCR24*: 24-dehydrocholesterol reductase
*DPYS*: dihydropyrimidinase
*FBP1*: fructose-bisphosphatase 1
*GATM*: glycine amidinotransferase
*HSD17B6*: hydroxysteroid (17-beta) dehydrogenase 6
*KMO*: kynurenine 3-monooxygenase
*SC5D*: sterol-C5-desaturase
*ALDOB*, aldolase: fructose-bisphosphate B
TCA: tricarboxylic acid cycle
*FBP1*, Fructose-1: 6-bisphosphatase 1
*PCK2*: phosphoenolpyruvate carboxykinase 2
*CYP1A2*: cytochrome P450 family 1 subfamily A member 2
*RDH16*: retinol dehydrogenase 16
*UGT2B15*: UDP glucuronosyltransferase family 2 member B15
*SULT1B1*: sulfotransferase family 1B member 1
*CCL3*: C-C Motif Chemokine Ligand 3
*RBPJ*: Recombination Signal Binding Protein For Immunoglobulin Kappa J Region
*TEFM*: mitochondrial transcription elongation factor
CA: cholic acid
CDCA, chenodeoxycholic acid, T(G)CA: tauro(glyco)cholic acid
T(G)CDCA: tauro(glyco) chenodeoxycholic acid
DCA: deoxycholic acid
LCA: Lithocholic acid.

How the deposited data were processed for this re-analysis (not part of the article)

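Small RNA libraries from the livers of 3 grass-fed and 3 grain-fed Angus cattle were analysed, 1 library per animal. The group and replicate of each library come from the sample labels. The grass-fed animals were 21 and the grain-fed animals 14 months old, so diet cannot be separated from age. The mRNA, lncRNA, metabolite and RT-qPCR data of the paper were not analysed here.

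The authors removed adapters and low-quality reads, selected reads by length, mapped them to ARS-UCD1.2 and counted known miRNAs with miRDeep2. The aligner settings and the version of miRDeep2 are not given in the sources used here. The deposited counts are raw whole numbers for each pair of mature miRNA and precursor, and the deposited CPM divides each count by the total over all pairs of the library. The counts were used in every test, and the deposited CPM was not used. A read that fits several precursors of a mature miRNA is repeated, so each mature miRNA was given the largest count over its precursors. The sum over precursors and the separate pairs were tried as alternatives. The total over all pairs was 5865823, 7018546 and 4395921 in grass-fed and 1061221, 754994 and 555824 in grain-fed replicates 1, 2 and 3.

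miRNAs with a count above 2 in at least 2 libraries were kept, as in the paper. Counts were scaled by TMM and compared with the quasi-likelihood test of edgeR version 4.0.16 in R version 4.3.3, in its newer form of the fit, with Benjamini-Hochberg adjustment and FDR 0.1. The paper names edgeR and FDR 0.1, and its text does not name the test or the scaling. CPM values in the text are TMM-scaled. TMM factors were 0.936, 0.692 and 0.996 in grass-fed and 1.15, 1.11 and 1.21 in grain-fed replicates 1, 2 and 3. Sets of miRNAs were compared with camera of limma version 3.58.1 on voom values, with a preset correlation of 0.01 and fry beside it. Clustering used log2 CPM with a prior count of 2. Alternatives were DESeq2 version 1.42.0, other edgeR tests, limma-voom, other scalings, other filters, FDR 0.05, the replicate number as a block, and each library left out in turn. For 3 libraries against 3, the smallest two-sided exact permutation p is 0.1, so no permutation test of a single miRNA can reach 0.05.

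The rule for the miRNAs named in the text, the set tests and the alternatives were fixed before the data were examined, at a time when Supplementary Table 4 had been seen, and choices made later are stated as such. The rule takes the 5 largest increases and the 5 largest decreases among DEmiRNAs with separate CPM ranges, every miRNA named in the text of the paper, those of Fig. 5, Supplementary Table 8 and Supplementary Table 9, the 3 most abundant, the 5 with the smallest p in Supplementary Table 4, the members of the tissue lists, and bta-miR-10174-3p with bta-miR-23b-3p. The tissue lists were written from general knowledge of tissue miRNAs for pancreas, erythroid cells, leukocytes, skeletal muscle, biliary epithelium and hepatocytes, and a list was tested where at least 3 members were detected. The late-numbered set holds miRNAs with a miRBase number of 2000 or above and was chosen from the names in Supplementary Table 4.

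Replicates within a group differed by more than the sampling noise, and no libraries were counted as the same sample. The test was run on simulated counts for the 456 miRNAs with the library sizes of this comparison. In 10 draws, 200 miRNAs were changed by 2 on the log2 scale, with as many raised as lowered. Of these edgeR found 83.0%, or 97.1% of those with a mean count of at least 10, and 6.29% of its calls were unchanged miRNAs. With no change simulated it made 0 calls on average over 10 draws. Balanced changes drawn on TMM-scaled library sizes suit TMM, so the simulation does not test the choice of scaling.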

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

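The tests of the 31 miRNAs, the splits and the thinning in this part were chosen after the results were seen.

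Among the 87 DEmiRNAs, 31 miRNAs that the paper does not list were higher in grass-fed than in grain-fed liver, with log2 fold changes between 0.61 and 2.27 and a median of 0.92. The 31 count bta-miR-199a-3p and bta-miR-199c, whose counts are within 1 of each other in every library, separately, and are 30 when these are counted once. These are signals outside the miRNAs the paper discusses, above the level in the grain-fed group. Of the 31, 28 had CPM ranges that did not overlap between the diets, although they had been selected for their difference. Chance gives 10% of miRNAs for 3 libraries against 3 of like depth, and the grain-fed libraries were shallower. Scaling is a candidate explanation. When libraries were scaled by total count alone, 0 of the 31 passed FDR 0.1 in the edgeR quasi-likelihood test, with a smallest FDR of 0.116, although all 31 were still higher, with a median of 0.47; over all miRNAs that setting called 74. The other alternatives with 1 value per mature miRNA called between 4 and 31 of them, the smallest number being without grain-fed replicate 2, with 13 without grain-fed replicate 1. The libraries hold no measure of absolute amounts, and the share of bta-miR-122 differs between the diets, so a true increase cannot be told apart from an effect of scaling. Diet and age, which the groups also differ in, remain open and untested.

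The count of 87 DEmiRNAs was also set against the other ways to divide the 6 libraries into 3 and 3. Only the real split, 1 of 10, gave as many, and the other 9 gave 0 DEmiRNAs in edgeR. These 10 splits alone cannot exclude chance, since the share cannot fall below 0.1. A difference in depth as the whole cause is argued against by thinning every library to the 464875 counts of the smallest: the median over 20 draws was 81 DEmiRNAs, with a range from 68 to 94, and a median of 70 were shared with the 87. Thinning does not remove other differences between libraries that go with depth, such as the share of reads that are miRNAs.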

How the results depend on the processing

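Thinning, the library sizes without bta-miR-122, the combination of total counts with separate precursor pairs and the exact test, the clustering over DEmiRNAs and the estimated correlation for the tissue lists were chosen after the data were seen.

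The number of DEmiRNAs was 87 and lay between 70 and 124 over the alternatives that kept all 6 libraries. Other tests gave 91 (DESeq2), 88 (edgeR exact test), 92 (edgeR likelihood ratio test), 91 (legacy quasi-likelihood fit) and 94 (limma-voom), and other filters gave 85 to 96. With each library left out in turn it was 49 to 86, the lowest without grain-fed replicate 2, and the cause was not tested beyond the smaller number of libraries. The number of lower DEmiRNAs was 44 and ranged from 36 to 44 with a library left out. The number of higher DEmiRNAs was 43 and changed more: 82 with upper-quartile normalization, 9 with total counts alone, 25 with total counts without bta-miR-122, and 13 to 42 with a library left out, at 13 without grain-fed replicate 2 and 24 without grain-fed replicate 1. Total counts alone with separate precursor pairs and the exact test gave 76 lower and 15 higher. Of the 87 DEmiRNAs, 53 were also called with total counts alone. The median log2 fold change of all tested miRNAs moved from 0.13 to -0.29 with total counts alone, to -0.09 without bta-miR-122 and to 0.31 with upper-quartile normalization, so changes of that size depend on the scaling. Of the 76 miRNAs of Supplementary Table 4, 56 were called, and 52 to 72 over the alternatives above that kept all 6 libraries, or 45 to 54 with a library left out. In 15 combinations of filter and scaling on separate pairs, compared with that table after its values were seen, 50 to 75 of its miRNAs were called, with 87 to 160 called pairs. Thinning every library to 464875 counts gave a median of 48.5 lower and 33.5 higher DEmiRNAs over 20 draws. The number of detected miRNAs was 456, and 352 to 599 with the other thresholds of detection, separate pairs or a library left out. The number tested was 689 with no count filter, 317 with at least 10 counts in 3 libraries and 316 with filterByExpr.

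No pairing by replicate number was visible, as the deviations of the same-numbered libraries had correlations of -0.05, -0.20 and -0.01 for replicates 1, 2 and 3. A pairing that left no trace in the miRNA values is not excluded by this. The fit with the replicate number as a block called 82 DEmiRNAs, 43 lower and 39 higher, and 77 of them were among the 87.

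Of the 50 named miRNAs with a value, total counts alone gave 32 with the same call and direction, 4 no longer called, 8 newly called and 6 with the opposite direction. Those 6 were not called in either setting: bta-miR-148a (-0.012), bta-miR-143 (-0.100), bta-miR-486 (-0.12), bta-miR-155 (-0.018), bta-miR-133a (-0.34) and bta-miR-200a (-0.33). With total counts alone, precursor pairs and the exact test, bta-miR-143 was -0.049, bta-miR-486 -0.066, bta-miR-133a -0.26 and bta-miR-200a -0.27, and without bta-miR-122 in the library sizes bta-miR-133a was -0.14 and bta-miR-200a -0.12. With at least 10 counts in 3 libraries they were -0.026 and -0.0092, and with the filterByExpr function of edgeR bta-miR-133a was -0.011. With upper-quartile normalization bta-miR-142-5p was 0.049. With a library left out, bta-miR-133a ranged from -0.17 to 0.57, bta-miR-200a from -0.22 to 0.32 and bta-miR-144 from -0.87 to 1.03. The causes were not tested.

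The late-numbered set was lower by 0.56 on the log2 scale than the other miRNAs, as the difference of means, and lay between -0.68 and -0.52 with a library left out, past the threshold of 0.05 in camera each time. It was -0.56 with camera p = 0.0528 with total counts alone, and the same difference of -0.56 had camera p = 0.0657 with the correlation estimated, so it was then no longer past 0.05, while fry gave p = 0.00511. The p-values of the set tests in this paragraph are unadjusted. The pancreas list had a difference of -3.07 and camera p = 0.00528, and the p-value rose to 0.218 with the difference unchanged and the correlation estimated. Without grain-fed replicate 1 or grain-fed replicate 2 only 2 of its 4 members passed the filter, and the list was then tested on the miRNAs tested in all 6 libraries, a choice made after this was seen. On those 4 members the difference was -2.63 without grain-fed replicate 1 and -2.48 without grain-fed replicate 2, with camera past 0.05. The 2 members left by the filter had differences of -1.48 and -1.15 in the same order and did not pass 0.05 in camera, which is not a test of the list. Without any one of the other libraries the difference lay between -4.04 and -2.78. The hepatocyte list had a difference of 0.95 with camera p = 0.0114, and 0.133 with the correlation estimated. The erythroid and biliary epithelium lists, neither past the threshold, ranged from -0.17 to 0.33 and from -0.045 to 0.33 with a library left out. The causes were not tested. Clustering put 6 of 6 libraries with their diet in every setting tried.

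Depth limits what the grain-fed libraries can show. A count of 0 in grain-fed replicate 3 allows up to 5.32 CPM after TMM scaling.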

Differences from the paper's values

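The paper gives 12 up-regulated DEmiRNAs and 43 were higher in grass-fed liver here. Of the alternatives set before the data were examined, total counts alone (9) and the fit without grain-fed replicate 2 (13) had numbers within 1.5 times the paper's, and the others did not. The combination of total counts alone with separate precursor pairs and the exact test, which gave 15, was chosen after the values were seen.

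The log2 fold changes in Supplementary Table 4 were set against those here for the 36 named miRNAs in it, and 16 differed by more than the SD between replicates. Both come from the same 6 libraries, so this SD is only a yardstick and does not measure error between the analyses. With total counts alone 1 of 36 differed, against 9 to 22 of the 30 to 36 compared under the other alternatives set before the data were examined. All 75 tested miRNAs of the table had the same sign, with a median difference of 0.36 (here minus the paper). For bta-miR-150 -0.868868 in the paper and -0.51 here, bta-miR-2484 -4.67103 in the paper and -4.33 here, bta-miR-146b -1.14664 in the paper and -0.76 here, bta-miR-10174-3p -0.744643 in the paper and -0.39 here, bta-miR-23b-3p -0.744643 in the paper and -0.39 here and bta-miR-200b 0.740361 in the paper and 1.11 here, total counts alone was the only alternative set before the data were examined within the replicate SD of the paper's value. For bta-miR-27a-3p -0.700099 in the paper and -0.34 here it was total counts alone and the fit without grass-fed replicate 1, for bta-miR-223 -1.01122 in the paper and -0.62 here total counts alone and the fit without grain-fed replicate 2, and for bta-miR-1260b 1.89177 in the paper and 2.35 here total counts alone and the fits without grass-fed replicate 1 or grain-fed replicate 1; the others of those alternatives were not within it.

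For bta-miR-122 0.721943 in the paper and 1.12 here, bta-miR-194 -0.867132 in the paper and -0.43 here, bta-miR-374a -1.01353 in the paper and -0.68 here, bta-miR-146a -1.03739 in the paper and -0.67 here and bta-miR-451 -0.724564 in the paper and -0.34 here, the alternatives within the replicate SD were DESeq2, DESeq2 size factors in edgeR, total counts alone, TMM from miRNAs numbered under 2000, at least 10 counts in 3 libraries, filterByExpr and separate precursor pairs, and the sum over precursors for each but bta-miR-374a. Among the fits without a library, these were the fits without grass-fed replicate 2, grain-fed replicate 1 and grain-fed replicate 3 for bta-miR-122, without grass-fed replicate 1, grass-fed replicate 3 and grain-fed replicate 1 for bta-miR-194 and bta-miR-374a, without grass-fed replicate 1 and grain-fed replicate 2 for bta-miR-146a, and without grass-fed replicate 2, grass-fed replicate 3 and grain-fed replicate 3 for bta-miR-451. The remaining alternatives were not within it. For bta-miR-370 1.1868 in the paper and 1.68 here, every alternative was within it except upper-quartile normalization, FDR 0.05 (which keeps the fit) and the fits without grass-fed replicate 1, grass-fed replicate 3, grain-fed replicate 2 or grain-fed replicate 3. For bta-miR-4449 -5.49582 in the paper and -5.37 here, DESeq2, DESeq2 size factors, TMM from miRNAs numbered under 2000, both stricter filters, separate pairs, the sum over precursors and the fits without grass-fed replicate 1, grass-fed replicate 3, grain-fed replicate 1 or grain-fed replicate 2 were within it and the others were not.

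The sequencing bars of Fig. 5B follow 1 divided by the log2 fold change of Supplementary Table 4 for all 6 miRNAs, with a largest difference of 0.049. The bars had been read by eye after this relation was noticed. On that scale the bar of bta-miR-150 is about -1.2 in Fig. 5B, read by eye, and the value here is -1.97, and that of bta-miR-146b is about -0.87 in Fig. 5B, read by eye, and the value here is -1.31. For both, DESeq2, DESeq2 size factors, total counts alone, TMM from miRNAs numbered under 2000, both stricter filters and the fits without grass-fed replicate 1 or grain-fed replicate 2 were within the replicate SD, with separate pairs and the fits without grass-fed replicate 3 or grain-fed replicate 1 also for bta-miR-150 and the fit without grass-fed replicate 2 also for bta-miR-146b. The other alternatives were not.

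The paper calls 20 miRNAs that were not called here, all of them lower in grass-fed liver in its table. Of these, total counts alone called 16, at least 10 counts in 3 libraries 11, filterByExpr 11, DESeq2 7, separate pairs 7, TMM from miRNAs numbered under 2000 4, DESeq2 size factors 3, the sum over precursors 1, no count filter 1 (bta-miR-11988, named after its values were seen) and the replicate block 1. With a library left out, 0 to 3 of them were called. Library sizes without bta-miR-122, chosen after the values were seen, called 11. Total counts alone with separate pairs and the exact test called 17 of the 20 and 72 of the 76, so that it drops 4. It gave a median absolute difference of 0.0142 from the table, with 61 of 75 log2 fold changes within 0.1. This combination was chosen after the values were seen, from 15 settings of filter and scaling compared with the table. In that comparison, where the dispersion was estimated without a design, total counts alone called 75 of the 76 with the filter of the paper and so dropped 1. Its median absolute difference from the table was 0.0106 to 0.0149 with total counts alone and 0.216 to 0.653 with the other scalings. The distance from the table therefore went with the scaling more than with the filter. The paper's text does not name its scaling or test.

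In its text the paper describes far more lower than higher DEmiRNAs. Here the tally was 44 lower and 43 higher.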

Other observations

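The tests of depth, of bta-miR-122, of fragments, of bta-miR-375 and of the other splits in this part were chosen after the results were seen.

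Many of the miRNAs that were lower in grass-fed liver had a miRBase number of 2000 or above. Of 176 such miRNAs tested, 24 were DEmiRNAs that were lower and 1 was higher, and of 280 with a smaller number 20 were lower and 42 higher. Of the 31 DEmiRNAs with a log2 fold change below -2, 21 were late-numbered. The mean log2 fold change of the set was lower than that of the others by 0.56, with an adjusted p = 0.00688 in the camera test of limma and an adjusted p = 0.0306 in its fry test, each adjusted over 6 sets by Benjamini-Hochberg. The set was chosen from names in Supplementary Table 4, which was drawn from these libraries, so these p-values are not independent evidence. Within the set, the 24 called miRNAs had a mean of -4.01 and the other 152 one of -0.023. The 280 miRNAs with a smaller number had a mean of -0.0079, with their 20 lower DEmiRNAs kept in. Lower DEmiRNAs were left out on 1 side only, so these means do not show whether the other 152 differ. Of the 24, bta-miR-11975 and bta-miR-11976 have the same counts within 1. The medians of the set and of the others were -0.12 and 0.13. The call did not hold with the correlation estimated (unadjusted p = 0.0657) or with total counts alone (unadjusted p = 0.0528). These miRNAs took 0.588% ± 0.0627 (SD, n = 3) of the grass-fed and 1.90% ± 0.345 (SD, n = 3) of the grain-fed counts. A lower depth as the whole cause is argued against, since a median of 24 late-numbered miRNAs were still called lower after thinning. Only the real split of the 6 libraries gave a set difference as large, 1 of 10, so the splits alone cannot exclude chance. Camera at the preset correlation also passed an unadjusted 0.05 in 3 of the 9 other splits, so its result alone does not set the diets apart from other groupings. A candidate explanation is that fragments of other RNAs were counted on some miRNA entries. From the mapped reads that the paper states per group, there were 0.703 other mapped reads per miRNA count in grass-fed and 8.08 in grain-fed libraries. Entries filled by such fragments could thus differ by -3.52 on the log2 scale, relative to total miRNA counts. After TMM scaling the median of the 24 was -4.29, with quartiles of -5.02 and -2.99. The median of all tested miRNAs was -0.29 with total counts alone and 0.13 with TMM, so on a common scale the gap would be wider. The paper gives reads only per group and the ratio of other mapped reads goes with diet. Counted fragments therefore cannot be told apart from an effect of diet or age, which was not tested.

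The share of DEmiRNAs that were lower was 87.8% with total counts alone and 50.6% with TMM. Leaving the counts of bta-miR-122 out of the library sizes gave 69.1%, and the median log2 fold change of all tested miRNAs moved from -0.29 to -0.09. The shares of bta-miR-122 fix this shift, so it does not test whether bta-miR-122 is part of the cause. The cause of the difference between the scalings remains open. After TMM scaling bta-miR-122 was higher in grass-fed liver (log2 fold change 1.12, FDR = 0.00417, edgeR quasi-likelihood test). For bta-miR-122 too, diet cannot be told apart from age.

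The pancreas list was lower in grass-fed liver by 3.07 as the difference of means (adjusted p = 0.0159 over 6 sets in the camera test of limma). The call at 0.05 did not hold under fry (adjusted p = 0.105) or with the correlation estimated (unadjusted p = 0.218). With bta-miR-216a and the other miRNAs without a count in a group at their bounds, the difference was -2.85 and the median of the list -3.82, against -3.97 as fitted. All 4 members were detected, and 3 are in Supplementary Table 4. bta-miR-216a had no count in the 3 grass-fed libraries and 8 in the grain-fed libraries. With 3 counts over the grass-fed group as the floor, the pooled grain-fed level was 14.9 times that bound. Counting error in the 8 and the spread between grain-fed animals are left out of this value. bta-miR-216a, bta-miR-216b and bta-miR-217 together had 5, 1 and 5 counts in grass-fed and 29, 41 and 0 in grain-fed replicates 1, 2 and 3, or 1.05, 0.236 and 1.31 CPM against 28.2, 58.1 and 0 CPM. A count of 0 allowed up to 5.32 CPM in grain-fed replicate 3, so the level there was below that of the other grain-fed libraries. Pancreatic tissue in some liver samples is a candidate explanation. bta-miR-375, the remaining member and the most abundant, had 33.1 ± 2.00 CPM (SD, n = 3) in grass-fed and 62.3, 77.9 and 14.2 CPM in grain-fed replicates 1, 2 and 3, so it was lowest in the library without a count of the other members. With 1 library at that value this cannot be told apart from a difference between animals. Only the real split gave a set difference as large, 1 of 10, and the splits alone cannot exclude chance. Camera passed an unadjusted 0.05 for this list in 3 of the 9 other splits as well, and the smallest of those p-values was below that of the real split.

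The hepatocyte list was higher in grass-fed liver by 0.95, with an adjusted p = 0.0228 in the camera test of limma and an adjusted p = 0.0625 in its fry test. All 3 members were higher, bta-miR-122 and bta-miR-192 were called, and the list holds the most abundant miRNA of the libraries. bta-miR-192 lost its call with total counts alone (log2 fold change 0.22), also when combined with separate pairs and the exact test, without grain-fed replicate 1 (0.50) and without grain-fed replicate 2 (0.53). bta-miR-148a, the third member, was not called and turned to -0.012 with total counts alone. The call of the list at 0.05 did not hold under fry or with the correlation estimated (unadjusted p = 0.133). The real split was 1 of 10, by which chance cannot be excluded, and camera passed an unadjusted 0.05 in 2 of the 9 other splits. The other tissue lists were not past the threshold. The erythroid list had a difference of 0.09, with an adjusted p = 0.885 in the camera test of limma, while its median of -0.34 and the direction of the camera test were lower. For it 8 of 10 splits were as large, for the leukocyte list 5 of 10 and for the biliary epithelium list 7 of 10. The leukocyte list had a difference of -0.15 and the biliary epithelium list of 0.15, with an adjusted p = 0.356 and an adjusted p = 0.885 in the camera test of limma. In the biliary epithelium list, bta-miR-200b was higher (log2 fold change 1.11) and bta-miR-141 lower (-1.75). Of the skeletal muscle list only bta-miR-1 and bta-miR-133a were detected, so it was not tested as a set, and their log2 fold changes of 0.74 and 0.10 were not called. All these list members were taken as detected in liver by the count filter, and 1 of the erythroid, 3 of the leukocyte, 2 of the biliary epithelium and 1 of the hepatocyte members are in Supplementary Table 4.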
